A study of Mus musculus with 12 samples. Its data were reported in "Extensive transcriptional and chromatin changes underlie astrocyte maturation in vivo and in culture" (2021).

How the data were processed

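Cells were dissociated from the striatum of mice and enriched with magnetic beads against ACSA2, a surface antigen of astrocytes. They were profiled by droplet-based single-cell RNA sequencing, in which each captured RNA molecule carries a cell barcode and a unique molecular identifier (UMI). The 12 samples in the labels were sequencing runs of 4 libraries, namely 2 postnatal libraries and 2 libraries from mice aged 3 months (3m). Postnatal replicate 1 and 3m replicate 1 had 4 runs each, and postnatal replicate 2 and 3m replicate 2 had 2 runs each. All runs of 1 library were already merged in the deposited table, so a library was the unit of replication and each group had 2 replicates. The labels conflicted on the age of the postnatal libraries. The title of postnatal replicate 1 named day 7 and its age tag day 3, whereas the title of postnatal replicate 2 named day 3 and its age tag day 7. Both were therefore kept as 1 postnatal group, and no comparison of P3 with P7 was made.

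The authors deposited raw UMI counts per gene and cell barcode, without normalisation. Per the methods of the study, its single-cell reads were aligned to mm10 and counted with cellranger count. Those methods do not describe the libraries analysed here separately. The table held 31053 gene symbols and 4245 barcodes, and no column of it was left unused. The total was 7185335 UMIs for postnatal replicate 1, 11501049 for postnatal replicate 2, 10581546 for 3m replicate 1 and 9369134 for 3m replicate 2. The lowest UMI count of a barcode lay between 500 and 502 in every library, so barcodes with fewer UMIs were not analysed here.

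The groups, tests, thresholds, marker lists, panel genes and most of the alternatives were fixed before the data were examined. As in the study, cells with more than 10% mitochondrial UMIs or fewer than 500 detected genes were removed. This left 3163 cells, with a median of 9547 UMIs in postnatal replicate 1, 11639.5 in postnatal replicate 2, 7737.5 in 3m replicate 1 and 9808 in 3m replicate 2. Counts were normalised per cell and log-transformed with Scanpy 1.11.5. Clusters came from 2000 variable genes, 30 principal components, 20 neighbours and the Leiden algorithm at resolution 0.6. The panel and cycling genes were left out of the genes used for clustering. Every cluster of at least 20 cells was then split once more, with 1000 variable genes, 15 components and 10 neighbours.

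A cell group took the name of the class with the highest mean marker score, with "-like" added because the names rest on marker genes alone. It stayed unnamed where its 10 leading genes by fold held more markers of another class than of its own, where fewer than 3 markers were detected, where its cells were far shallower than their own library with no own marker leading, or where the best scores lay within 0.25 natural-log units. The splitting and the details of this naming rule were set after the clusters had been seen. A first version split only clusters with conflicting markers, and it was replaced because the cluster of oligodendrocyte precursor-like cells held neuron-like cells. Doublets were called per library with Scrublet as provided in Scanpy, at an expected rate of 0.008 per 1000 cells. It marked 3, 4, 24 and 4 cells in postnatal replicates 1 and 2 and 3m replicates 1 and 2. These cells were kept, and leaving them out was an alternative.

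For tests between ages, raw counts were summed per library, once over astroglia-like cells and once over all filtered cells. Sums were tested with the quasi-likelihood F test of edgeR 4.0.16, with TMM factors and the filterByExpr filter. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the study. Log2 fold changes are 3m over postnatal and carry the standard error (SE) of the fit. CPM is the count per 1e6 UMIs of the sum. DESeq2 1.42.0, the tool named by the study for its bulk data, was an alternative, with genes whose highest normalised count was under 10 left out. Lists of genes were tested with camera in limma 3.58.1 at its preset correlation of 0.01, and fry was an alternative. With 2 libraries per group, an exact permutation test of a share cannot give a two-sided p below 0.333. Intervals are 95% exact intervals (Clopper-Pearson for shares, Poisson for counts), and a count of 0 was given the limit of 3 counts. Intervals and limits cover counting error only.

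Each comparison of sums was first tested on simulated counts. They had the mean of each gene over all libraries, the real totals and the same dispersion trend at both ages. In each, 200 genes were changed, as many up as down. For the astroglia-like sums (11662 genes), edgeR recovered 91 of 100 genes changed 4-fold and 31 of 100 changed 2-fold, called 7 unchanged genes and gave 0 wrong signs. For the whole-library sums (14288 genes), it recovered 85 and 31 of 100, with 1 unchanged gene called. A 2-fold change lies at the fold limit of a call, so genes estimated below it could not be called. The 31 of 100 is therefore no measure of power alone. DESeq2 recovered 77 and 81 of the 100 genes changed 4-fold in the respective sums. The real sums had far more genes called, 3214 and 4151, and TMM factors that differed between the ages. The simulated errors therefore do not give the error rate of the real calls. In the set tests, camera and fry both recovered a lowering of the immature panel, each on its own draw. Camera also called the cycling genes lower there (adjusted p 3.0e-06), which share Mki67 and Cdk1 with the panel, and fry did not (0.147).

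The genes named in the text followed a fixed rule. They were a panel of 16 genes that the study names as immature and 20 that it names as mature, plus the 5 genes higher and the 5 lower at 3m with the smallest p among called genes. Those 10 also needed CPM that did not overlap between the groups and a mean log2 CPM of at least 5, and panel genes, class markers, mitochondrial, ribosomal protein and haemoglobin genes and unnamed transcripts were left out. Coordinates are from GENCODE vM21 on GRCm38, which is the mm10 assembly. Of the gene symbols in the file, 30464 (98.1%) were in that annotation. Alternatives covered scaling, filters, tool, replicate block, groups in the fit, cell filters, depth, clustering, doublets, cells with oligodendrocyte marker UMIs and leaving out each library. Leaving out barcodes shared by 2 libraries, adding low-UMI cells and estimating the correlation in camera were chosen after seeing the data. Pseudotime was not analysed here.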

Results

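The data were UMI counts of single striatal cells enriched for astrocytes, from 2 postnatal libraries and 2 libraries of mice aged 3 months. Postnatal replicate 1 held 651 barcodes, postnatal replicate 2 held 832, 3m replicate 1 held 1449 and 3m replicate 2 held 1313. After filtering, 555, 724, 1120 and 764 cells remained in that order, which was 85.3%, 87.0%, 77.3% and 58.2% of the barcodes. The 2 replicates of an age were not copies of each other. Across genes of the astroglia-like sums, their counts differed by a chi-square of 2.94 per degree of freedom at 3m and 24.4 in the postnatal group, where about 1 is the sampling noise. This measure grows with depth, which was higher in the postnatal sums, and the SD of the log2 replicate differences was 0.53 at 3m and 0.51 postnatal, with correlations of 0.964 and 0.966. The spread between the postnatal libraries includes any difference between P3 and P7.

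The first comparison asked which cells were captured at each age. Astroglia-like cells made up 47.6% (95% interval 43.3 to 51.8) of postnatal replicate 1, 59.4% (55.7 to 63.0) of postnatal replicate 2, 25.8% (23.3 to 28.5) of 3m replicate 1 and 37.8% (34.4 to 41.4) of 3m replicate 2. The group means were 53.5% ± 8.36 (SD, n = 2) postnatal and 31.8% ± 8.50 (SD, n = 2) at 3m, a difference of -21.7 percentage points with an exact permutation p of 0.333, the smallest this design allows. The alternative that moved this value most was a minimum of 1000 genes per cell, which gave -38.4 points. Oligodendrocyte-like cells were 50.1% (47.1 to 53.1) and 38.5% (35.0 to 42.0) of the 3m libraries. In postnatal replicate 2 they were 2 of 724 cells, or 0.276%. In postnatal replicate 1 there were 0 of 555 cells, which allows a share of up to 0.541%. The difference was 44.1 points, again with an exact permutation p of 0.333.

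Oligodendrocyte precursor-like cells differed as much within the ages as between them. They were 13.3% (10.6 to 16.4) of postnatal replicate 1, 2.21% (1.27 to 3.56) of postnatal replicate 2, 4.20% (3.099 to 5.54) of 3m replicate 1 and 1.05% (0.453 to 2.05) of 3m replicate 2. Of the 74 such cells in postnatal replicate 1, 12 came from a shallow group with mixed leading genes. Beside precursor markers these included Stmn2, Bc1 and Ly6h, which also led an unnamed group whose highest score was neuron. Postnatal replicate 1 decided the direction of the difference between ages, which was -5.15 points with it and 0.412 points without it. Endothelial-like cells were 5.18% and 5.24% of the 3m libraries, and the postnatal groups with endothelial markers stayed unnamed because haemoglobin genes led them. Unnamed cells were 35.0% of postnatal replicate 1, 31.9% of postnatal replicate 2, 5.09% of 3m replicate 1 and 7.85% of 3m replicate 2. Groups with low UMI counts and astroglia as the highest score covered 21.1%, 14.9%, 1.70% and 5.24% of the libraries in the same order. The shares of named classes therefore depend on cells that could not be named, mainly in the postnatal libraries. Immediate early and stress genes, among them Fos, Egr1, Junb, Nr4a1, Btg2 and Socs3, led several astroglia-like groups of the postnatal libraries. A further set of astroglia-like groups was led by histone and cycling genes and had the lowest astroglia scores.

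**Figure D1:**
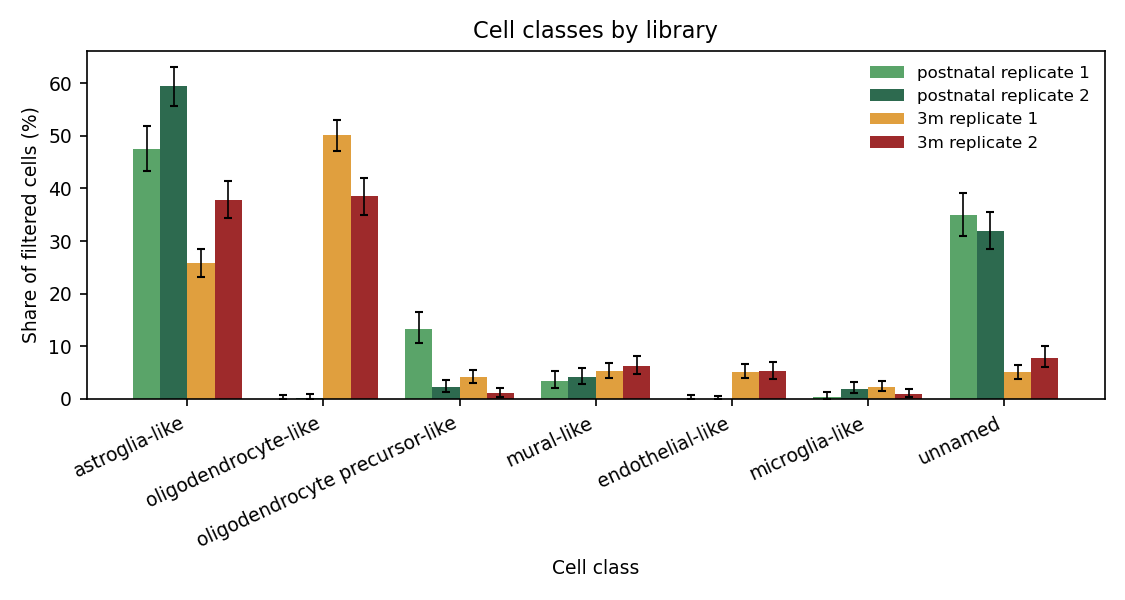
Bars give the share of filtered cells (%) in each cell class, 1 bar per library, with 95% Clopper-Pearson intervals as error bars. Oligodendrocyte-like cells reach 50.1% and 38.5% in the 3m libraries and at most 0.276% in the postnatal ones, whereas unnamed cells reach 35.0% and 31.9% in the postnatal libraries.

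The second comparison asked which genes astroglia-like cells expressed differently at 3m. The sums held 264 cells of postnatal replicate 1, 430 of postnatal replicate 2, 289 of 3m replicate 1 and 289 of 3m replicate 2, with 3688645, 7321791, 2211968 and 2609189 UMIs. Of 11662 genes tested with edgeR, 3214 were called, 1756 of them higher and 1458 lower at 3m. The biological coefficient of variation was 0.172. All 3214 called genes had CPM that did not overlap between the groups. Of all genes tested, 77.3% did not overlap, against 33.3% by chance. These CPM carried no TMM factor, and the factors were 1.09 and 1.12 postnatal and 0.897 and 0.910 at 3m. Such a shift of whole libraries can part the groups, so the 77.3% is no count of genes that differ with age. The alternative that moved the count most, as a ratio, was leaving out astroglia-like cells with any UMI of an oligodendrocyte marker. It left 1573 calls among 5339 genes tested. Only 45, 114, 47 and 28 cells remained in the order above, with 114402 UMIs in 3m replicate 2. The markers include Cnp, which postnatal astroglia-like cells also held. The lower count therefore does not show the effect of oligodendrocyte RNA apart from the loss of cells. The adjusted p alone, with no limit on the fold change, passed 4884 genes. Without 3m replicate 1 the count was 1727, and without 3m replicate 2 it was 1734. With no scaling factor the median log2 fold change of all genes shifted to -0.29, and 36.2% of 3543 calls were higher at 3m, against 54.6% with TMM.

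**Figure D2:**
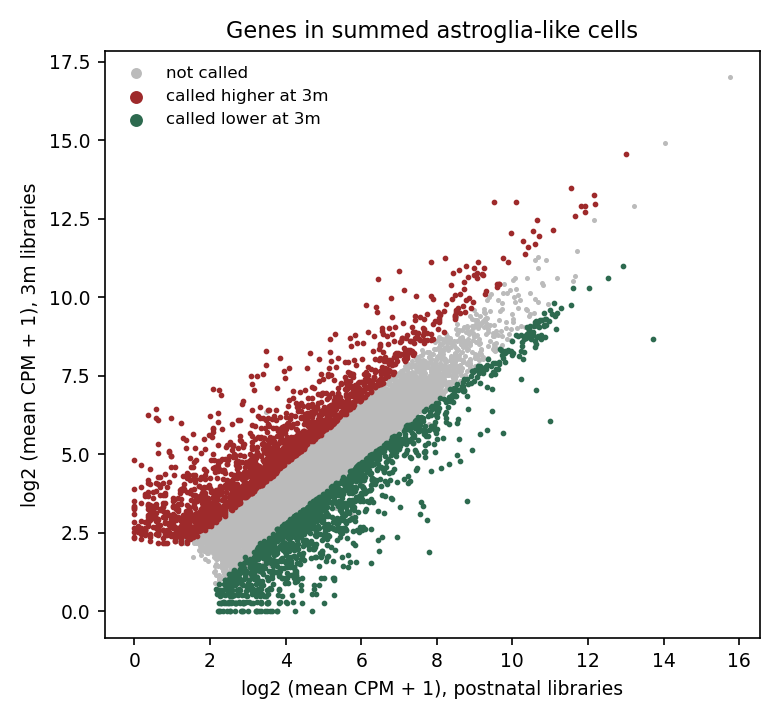
Each point is a gene in the summed astroglia-like cells, placed by the log2 of its mean CPM plus 1 in the 2 postnatal libraries and in the 2 libraries at 3m. Colours mark the 1756 genes called higher and the 1458 called lower at 3m.

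Among the genes named by the fixed rule, 5 rose at 3m. Cyp4f15 (chromosome 17, 32685627 to 32703352, protein-coding) went from 6.26 ± 0.736 CPM (SD, n = 2) postnatal to 103 ± 1.74 at 3m, a log2 fold change of 4.36 (SE 0.181, edgeR adjusted p 0.000201). Apln (chromosome X, 48025146 to 48034853) rose by 4.19 on the log2 scale, Rmst (chromosome 10, 92071037 to 92165170, a lincRNA) by 4.61 and Gpr162 (chromosome 6, 124858444 to 124863983) by 3.22. Ppp1r1b was the other gene that rose. On the other side, Cyr61 was at 249 ± 8.35 CPM (SD, n = 2) postnatal and 32.3 ± 2.29 CPM at 3m, with a log2 fold change of -2.66 (SE 0.162, edgeR adjusted p 0.000348). The annotation lists no gene under that symbol. Cntnap2, Fgfbp3, H1fx and Socs3 completed the 5 genes lower at 3m. These 4 and Ppp1r1b are given without values, since they led cell groups and, unlike the panel genes, were not left out of the clustering. The values printed are therefore not the largest changes of the 10 genes.

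Panel genes answered whether the genes that the study names as immature or mature differed in the same libraries. All 16 immature genes were lower and all 20 mature genes were higher at 3m. Of the immature genes, 12 were called lower, and 12 when adjusted over the list alone. Of the mature genes, 17 were called higher, and 17 when adjusted over the list alone. The study picked these genes from data that may include these libraries, so neither these counts nor the set tests of both gene panels are independent evidence. The median log2 fold change was -2.41 for the immature and 1.87 for the mature panel. Id3, Nfia, Nfib and Sparc of the immature panel and Aqp4, Lhx2 and Pou3f3 of the mature panel were not called. Fewer mature genes were called when either 3m library was left out, but less so when adjusted over the list alone. The median log2 fold change of the mature panel was 1.86 without 3m replicate 1 and 1.95 without 3m replicate 2. Several panel genes were among the leading genes of cell groups, although the clustering did not use them.

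Fabp7 (chromosome 10, 57784881 to 57788450) had the lowest log2 fold change of the panel, -4.78 (SE 0.391, edgeR adjusted p 0.000474), with 13582 ± 4072 CPM (SD, n = 2) postnatal and 403 ± 70.1 CPM at 3m. Vim (chromosome 2, 13573927 to 13582826) changed by -3.81 (SE 0.344) and Nes (chromosome 3, 87971078 to 87980451) by -4.71 (SE 0.687). Clmn (chromosome 12, 104763117 to 104865076) had the highest, 5.52 (SE 0.274, edgeR adjusted p 0.000261), from 3.74 ± 1.62 to 130 ± 14.4 CPM, although oligodendrocyte-like cells held 250 CPM at 3m. Gjb6 (chromosome 14, 57123303 to 57133611) rose by 5.42 (SE 0.897), with 19.2 CPM in postnatal replicate 1 and 1.09 CPM in postnatal replicate 2. Slc1a2 (chromosome 2, 102658659 to 102790784) rose by 2.10 (SE 0.409) from 1610 ± 841 to 5645 ± 18.6 CPM. Aqp4 (chromosome 18, 15389496 to 15410982) changed by 0.71 (SE 0.479, edgeR adjusted p 0.271), less than its spread between the postnatal libraries.

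**Figure D3:**
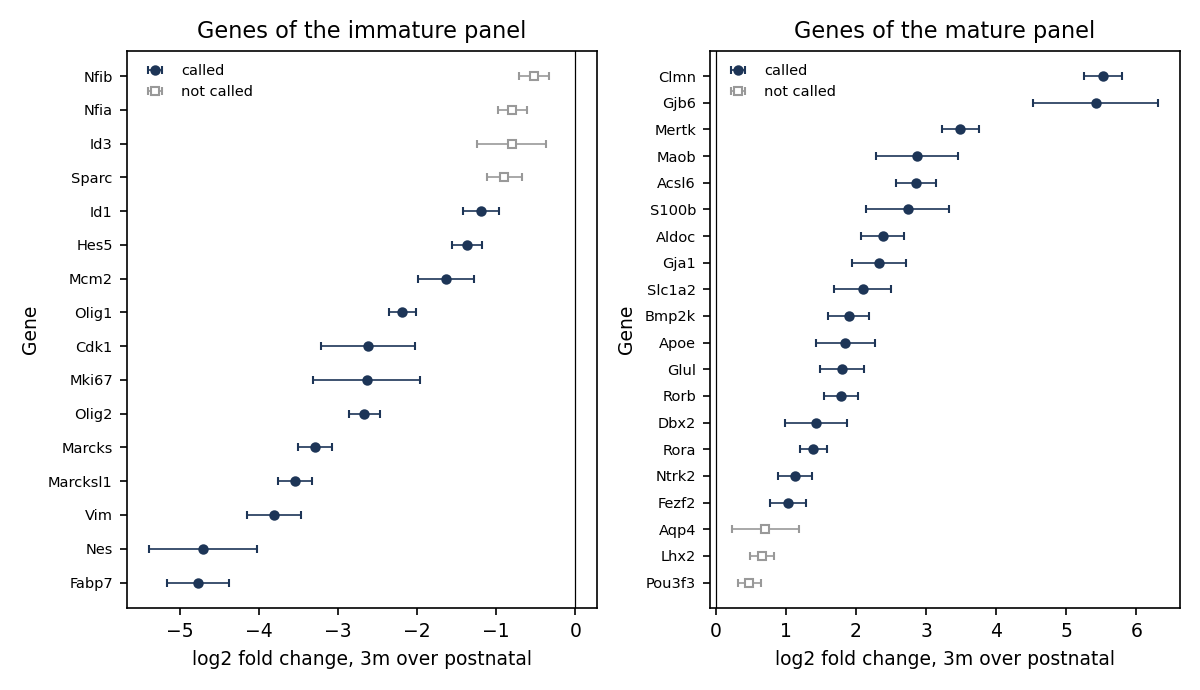
Points give the log2 fold change (3m over postnatal) of each immature and mature panel gene in the astroglia-like sums, with the SE as error bars. Filled circles mark called genes and open squares genes not called, and all 16 immature genes lie below 0 and all 20 mature genes above it.

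Lists were also tested as a whole. With camera, the immature panel (median log2 fold change -2.43 in the limma fit, adjusted p 3.2e-09), the 10 cycling genes (-3.00, adjusted p 5.2e-05) and 94 ribosomal protein genes (-1.14, adjusted p 2.0e-18) were lower at 3m. The mature panel (1.92, adjusted p 3.2e-09) and 9 oligodendrocyte markers (4.42, adjusted p 8.3e-06) were higher. The cycling genes share Mki67 and Cdk1 with the immature panel, and camera called them lower when the panel alone was lowered in simulated counts. Their camera p therefore does not stand apart from the panel's. None of the 10 cycling genes was higher at 3m in the limma fit, so the lowering was not confined to Mki67 and Cdk1. Under fry, the immature panel (adjusted p 0.00922), the mature panel (0.0476) and the oligodendrocyte markers (0.00908) stayed past 0.05, and the cycling genes (0.12) and the ribosomal protein genes (0.0522) did not. With a correlation estimated from the data, camera passed none of the 5 lists. The median of the cycling genes was -1.64 without 3m replicate 1 and -4.73 without 3m replicate 2, so its size depended on the 3m library used.

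Summing all filtered cells of a library, as a pseudo-bulk, asked the same of whole preparations. Of 14288 genes tested with edgeR, 4151 were called, 2244 higher and 1907 lower at 3m. The alternative that moved this count most was the adjusted p alone, which passed 6488 genes. These sums mix the cell classes, whose shares differed between the ages.

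Cycling was compared because immature astrocytes of the early postnatal brain still divide. After each cell was thinned to 2000 UMIs, 31 of 258 astroglia-like cells of postnatal replicate 1 had at least 3 UMIs of the cycling genes, or 12.02% (8.31 to 16.6). In postnatal replicate 2 there were 45 of 427, or 10.5% (7.79 to 13.8). At 3m there were 1 of 269 in replicate 1, or 0.372% (0.00941 to 2.05), and 3 of 249 in replicate 2, or 1.205% (0.249 to 3.48). Thinning left out 6, 3, 20 and 40 shallower cells in the 4 libraries. The mean difference was -10.5 percentage points, larger than the SD within either age, with an exact permutation p of 0.333. Of the alternatives, the limit of 1 UMI moved it most, to -18.0 points. Unthinned, the shares were 15.2%, 17.4%, 2.08% and 7.61%. As background, 0 of 553 and 0 of 291 oligodendrocyte-like cells of the 3m libraries reached 3 UMIs after thinning, which allows shares of up to 0.542% and 1.03%. Median depths of these cells before thinning were 6725 and 9385 UMIs in the astroglia-like and 9065 and 13340 UMIs in the oligodendrocyte-like cells of these 2 libraries. The intervals of the shares at 3m reached these limits. Cycling genes summed to 1096 CPM in postnatal replicate 1, 1601 in postnatal replicate 2, 49.3 (40.5 to 59.4) in 3m replicate 1 and 350 (327 to 373) in 3m replicate 2 for astroglia-like cells, against 16.7 (13.5 to 20.5) and 12.04 (8.99 to 15.8) in the oligodendrocyte-like cells of the 3m libraries. At 3m the astroglia-like sums rested on few cells, since 6 cells of replicate 1 held 101 of its 109 cycling UMIs and 5 cells of replicate 2 held 745 of its 912, leaving aside cells that were the smaller member of a barcode shared with postnatal replicate 2. They are therefore no level of the class, and their intervals cover counting error only. With such smaller members left out and cells regrouped, the astroglia-like sums were 728, 1462, 48.1 and 219 CPM, in the order above. Postnatal replicate 1 held 0 smaller members among its astroglia-like cells, so its sum also depends on the grouping of cells. In 3m replicate 2, 17 of the 22 unthinned cells with at least 3 cycling UMIs carried a barcode that was also found in postnatal replicate 2.

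**Figure D4:**
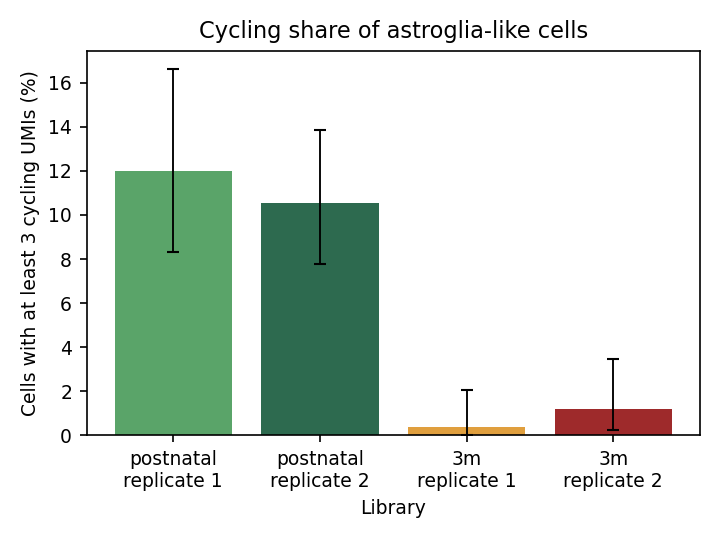
Bars give the percentage of astroglia-like cells with at least 3 UMIs of the cycling genes after thinning to 2000 UMIs, 1 bar per library, with 95% Clopper-Pearson intervals. The postnatal libraries stand at 12.02% and 10.5% and the 3m libraries at 0.372% and 1.205%.

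The 2 postnatal libraries were set side by side without a test of age, because each stands alone and its age is in conflict. Lists were only ranked against random lists of genes, which treats genes and not libraries as the replicates. In astroglia-like cells the median log2 ratio of postnatal replicate 1 over replicate 2 was 0.73 for the mature panel, above all of 10000 random lists matched on mean expression (percentile 100). It was -0.11 for the immature panel (percentile 45.3), -0.56 for the cycling genes and -0.54 for the ribosomal protein genes, the last 2 below all random lists. In the immature panel, 8 genes were higher in replicate 1 and 8 in replicate 2. S100b was at 130 CPM in postnatal replicate 1 and 30.7 CPM in postnatal replicate 2, and Nes at 91.1 and 334 CPM. Id3, an immature gene, went the other way from Nes, at 1406 and 521 CPM. These pairs of CPM values had exact Poisson intervals that did not overlap, which describes these libraries and not the ages.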

Values the study reported

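The study reported 16,690 sequenced cells from early postnatal and adult striatum, of which 14,373 were kept after filtering. These fell into 24 clusters. For cortical astrocytes, the study counted 2057 genes that fell and 2068 that rose between P4 and 2 months.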

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

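The tests in this part were chosen only after the shared barcodes had been seen. Barcode sequences entered none of the comparisons, and they carried a signal. Postnatal replicate 2 and 3m replicate 2 shared 95 barcodes, while each other pair of libraries shared at most 2, which excluded chance as the explanation. In 82 of these pairs the smaller member lay in 3m replicate 2, with a median of 709 UMIs or 1.78% of the larger member (range 1.49 to 2.33). In the other 13 it lay in postnatal replicate 2, with a median of 1.59%.

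If molecules of 1 library were counted in the other under the same barcode, each smaller member should resemble its own partner more than the larger members of the other pairs. This held for 80 of the 82 in 3m replicate 2, where chance would give 1.22%, and for 13 of the 13 in postnatal replicate 2. All 41 droplets of postnatal replicate 2 with at least 40000 UMIs had a copy in 3m replicate 2, and so did 4 of 4 in the other direction. A transfer of molecules between the 2 libraries during shared sequencing or preparation may therefore explain the copies. At which step it arose was not tested, and no biological explanation was tested. The labels list 2 runs for both libraries, but do not say whether they were run together.

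The copies reached a few results. Of the 82 smaller members in 3m replicate 2, 45 passed the cell filters, against 1 of 13 in postnatal replicate 2. They were 45 of the 53 cells (84.9%) of 3m replicate 2 that fell in mostly postnatal cell groups, and 0 of 21 such cells in 3m replicate 1. They also held 16.2% of the cycling UMIs in its astroglia-like cells. With the copies left out, an alternative added after seeing the data, 3164 genes were called in astroglia-like cells and the difference in cycling share was -8.92 points. Leaving them out also changes the clustering of the remaining cells.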

How the results depend on the processing

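Camera with an estimated correlation, leaving out the shared-barcode copies and adding low-UMI cells were chosen after seeing the data; the other alternatives were planned. Directions held for most comparisons, but counts moved with the cells and libraries used.

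The count of called astroglia genes stayed within 1.5 times of 3214 under 16 of 20 alternatives. Leaving out cells with oligodendrocyte marker UMIs gave 1573 (851 higher, 722 lower), with only 28 to 114 cells per library and 5339 genes tested. The adjusted p alone gave 4884, with 2383 lower, because it drops the limit on the fold change. With no scaling factor 2261 genes were lower. Leaving out a library gave 1727 to 3937 calls, 1002 to 2103 higher and 683 to 1834 lower, and the count was 1727 without 3m replicate 1 (1044 higher, 683 lower) and 1734 without 3m replicate 2 (1002 higher, 732 lower), each of which leaves 1 library at that age. The lone library is then assumed to vary like the other group. For the whole-library sums, 15 of 16 alternatives stayed within 1.5 times, and the adjusted p alone gave 6488 (3157 lower). DESeq2 called 2579 and 3867 genes in the 2 kinds of sum.

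Panel genes called ranged from 17 to 29 when a library was left out, and mature genes from 9 to 18. The fewest were called when a 3m library was left out, and the fall was smaller when adjusted over the list alone. The median log2 fold changes were -1.82 (immature) and 1.86 (mature) without 3m replicate 1, and -2.59 and 1.95 without 3m replicate 2. Over 43 named genes and 19 alternatives, 761 of 814 values kept their direction and side of the threshold, 41 lost and 8 gained the call, and 4 changed sign. In the 28 to 114 cells per library without oligodendrocyte marker UMIs, Id1 was at 0.22, Id3 at 0.58 and Pou3f3 at -0.0391. The cause was not tested. Id3 ranged from -1.37 to 0.0788 across the libraries left out, the highest without postnatal replicate 1.

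Under fry the adjusted p was 0.12 for cycling and 0.0522 for ribosomal protein genes. With an estimated correlation it was 0.181 for the immature panel and oligodendrocyte markers and 0.305 for the other lists, and the cause was not tested. Both other scalings, the block and leaving out each library kept all 5 lists past 0.05 in the same direction. Over all 9 alternatives the adjusted p ranged from 4.6e-36 to 0.181 for the immature panel, 1.1e-34 to 0.305 for the mature panel, 2.3e-15 to 0.305 for cycling, 9.9e-51 to 0.305 for ribosomal protein genes and 3.3e-07 to 0.181 for oligodendrocyte markers.

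The astroglia-like difference was -38.4 points with at least 1000 genes per cell, and otherwise within 1 SD of the value reported, with -27.7 to -15.7 points when a library was left out. The oligodendrocyte precursor-like difference ranged from -10.7 to 0.412 points when a library was left out, and changed sign only without postnatal replicate 1. The cause was not tested. The cycling difference kept its direction in all 11 alternatives and moved by more than 1 SD in 7, to -11.5 points unthinned, -18.0 at 1 UMI, -8.19 at 5 UMIs, -8.08 at 20% mitochondrial UMIs, -9.50 without doublets, -8.41 at resolution 1.2 and -8.92 without the copies. Leaving out a library gave -11.2 to -9.75 points. The cause was not tested.

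With the replicate block 3350 astroglia genes were called. The labels do not say what a replicate number stands for. The replicate differences of the 2 ages correlated at 0.148 in astroglia-like and 0.215 in whole-library sums, over 2 pairs, which is too few to read the block as a pairing or to rule out a batch. It changed no call of a named gene or list. With 2 libraries per age, depth limits the genes near the filter, and thinning the sums to the smallest total left 2977 calls among 10931 genes.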

Other observations

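The tests on the sex-linked genes and on the precursor-like share, as well as the checks per library or pair of libraries in mural-like and precursor-like cells and the further correlations, were chosen only after the results were seen. The table here held 4245 barcodes, of which 3163 passed the filters. That is lower than the cell numbers quoted from the study above, which came from more preparations. In astroglia-like cells, 1458 genes were called lower and 1756 higher at 3m. No direction against the quoted cortical counts is drawn, since tissue, ages and tests differ.

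Sex-linked RNA differed between the libraries, and these genes were picked after their values were seen. Among cells with at least 5000 UMIs, 346 of 386 in postnatal replicate 1, 763 of 849 in 3m replicate 1 and 538 of 572 in 3m replicate 2 had Xist (chromosome X, 103460366 to 103483254) and no RNA of Ddx3y, Eif2s3y, Kdm5d or Uty, while 0 cells had only Y-linked RNA. In postnatal replicate 2, 223 cells had only Xist, 267 only Y-linked RNA and 7 both, where 112 would be expected if the 2 were independent. Y-linked RNA was in 3.04% of its cells with Xist and in 79.7% of those without. Pooled animals of both sexes in that library may explain this, as cells of 1 animal would not separate so. The study's methods name male mice, and these values point to female cells in all 4 libraries. Those methods cover the brain tissue of the study at P3 and 3m, from which its striatal single-cell samples were prepared. They do not name the libraries one by one. In astroglia-like cells Xist was called higher at 3m, with a log2 fold change of 2.01 (SE 0.376), so sex and age are partly mixed in the comparison and age stays open for this gene.

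Oligodendrocyte markers summed to 456 and 495 CPM in astroglia-like cells at 3m, against 242 and 126 CPM in the postnatal libraries, and to 0.938% and 0.895% of the level in oligodendrocyte-like cells. Cnp stood at 227 and 112 CPM in the postnatal astroglia-like cells, so that marker was not specific. Free RNA of oligodendrocytes in other droplets may be a source. It would give mural-like cells a like level, and the median log2 ratio of astroglia-like over mural-like cells was -2.44 over the mean of both libraries, but -3.43 in 3m replicate 1 and 0.11 in 3m replicate 2. Mural-like cells thus gave no single answer, and those of 3m replicate 1 held 7.31% of the oligodendrocyte level. Endothelial-like cells held 239 and 320 CPM, or 0.491% and 0.577% of that level, and the median log2 ratio of astroglia-like over endothelial-like cells was 0.58 and 1.13. A level above that of endothelial-like cells in both libraries leaves room for free RNA as a part, so this source and expression in the cells cannot be told apart. Of the genes called higher at 3m, 51 (2.90%) stood at least 8 times higher in oligodendrocyte-like than in astroglia-like cells. Their median log2 change in mural-like cells was 1.30, but 1.71 in 3m replicate 1 and 0.20 in 3m replicate 2, which leaves their origin open for the same reason. The mean alone was first read as fitting free RNA, and that reading was withdrawn once each library was viewed. The smallest sum of mural-like cells held 19 cells. Such RNA as the source of the genes called higher as a whole was excluded, as 1416 of the 1756 (80.6%) stood higher in astroglia-like than in oligodendrocyte-like cells of both 3m libraries.

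Immediate early genes were far higher in astroglia-like cells of the postnatal libraries, where the list summed to 5788 and 4370 CPM, than at 3m, with 578 and 229 CPM. All 10 genes were lower at 3m, with a median log2 change of -2.90. A response of all cells to dissociation that was stronger in the postnatal libraries would lower them in other classes alike. In mural-like cells the median change was 0.98, with -0.65 to 1.97 over the pairs of libraries, and in precursor-like cells it was -0.01. The ranges did not reach the -4.05 to -2.17 of astroglia-like cells, which argues against a shared response stronger in the postnatal libraries. The list was high at both ages in the other classes. Mural-like cells held 1883 and 2145 CPM postnatal and 1387 and 4334 CPM at 3m. Precursor-like cells held 2115 and 2362 against 1639 and 2859 CPM, the last from 8 cells. The change between ages therefore cannot exclude a response at both ages that was weaker in astroglia-like cells at 3m. On the mural-like median alone the question had been left open, and this reading was reached only after the precursor-like cells and the pairs of libraries were added. A response of astroglia-like cells alone to dissociation, and a difference of age, both stay open as untested.

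Oligodendrocyte precursor-like cells were more frequent in replicate 1 than in replicate 2 at both ages (13.3% against 2.21%, and 4.20% against 1.05%). A batch that follows the replicate number is a possible explanation, since both replicates 1 had 4 runs and both replicates 2 had 2. Such a batch should make the replicate differences across genes alike at both ages, and their correlation in astroglia-like cells was 0.148. The limit of 0.1 for this test was written with the correlation known, so it does not decide. On log2 of CPM plus 2 it was 0.158, 0.195 over the 8383 genes that precursor-like cells held at under 1.5 times the astroglia-like level, and 0.0327 with the shared-barcode copies left out. Leaving them out also regroups the cells, so the drop was not traced to the copies alone. With 1 library per age and number, a batch and a difference between the animals cannot be told apart.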
